# Deficiency in p53 is required for doxorubicin induced transcriptional activation of NF-κB target genes in human breast cancer

**DOI:** 10.18632/oncotarget.1556

**Published:** 2013-11-23

**Authors:** Alba Dalmases, Irene González, Silvia Menendez, Oriol Arpí, Josep Maria Corominas, Sonia Servitja, Ignasi Tusquets, Cristina Chamizo, Raúl Rincón, Lluis Espinosa, Anna Bigas, Pilar Eroles, Jessica Furriol, Anna Lluch, Ana Rovira, Joan Albanell, Federico Rojo

**Keywords:** breast cancer, chemoresistance, NF-κB, p53, prognosis

## Abstract

NF-κB has been linked to doxorubicin resistance in breast cancer patients. NF-κB nuclear translocation and DNA binding in doxorubicin treated-breast cancer cells have been extensively examined; however its functional relevance at transcriptional level on NF-κB -dependent genes and the biological consequences are unclear. We studied NF-κB -dependent gene expression induced by doxorubicin in breast cancer cells and fresh human cancer specimens with different genetic backgrounds focusing on their p53 status.

NF-κB -dependent signature of doxorubicin was identified by gene expression microarrays in breast cancer cells treated with doxorubicin and the IKKβ-inhibitor MLN120B, and confirmed *ex vivo* in human cancer samples. The association with p53 was functionally validated. Finally, NF-κB activation and p53 status was determined in a cohort of breast cancer patients treated with adjuvant doxorubicin-based chemotherapy.

Doxorubicin treatment in the p53-mutated MDA-MB-231 cells resulted in NF NF-κB driven-gene transcription signature. Modulation of genes related with invasion, metastasis and chemoresistance *(ICAM-1, CXCL1, TNFAIP3, IL8)* were confirmed in additional doxorubicin-treated cell lines and fresh primary human breast tumors. In both systems, p53-defcient background correlated with the activation of the NF-κB -dependent signature. Furthermore, restoration of p53WT in the mutant p53 MDA-MB-231 cells impaired NF-κB driven transcription induced by doxorubicin. Moreover, a p53 deficient background and nuclear NF-κB /p65 in breast cancer patients correlated with reduced disease free-survival.

This study supports that p53 deficiency is necessary for a doxorubicin driven NF-κB -response that limits doxorubicin cytotoxicity in breast cancer and is linked to an aggressive clinical behavior.

## INTRODUCTION

Doxorubicin, an anthracycline commonly used to treat breast cancer, inhibits topoisomerase II enzyme, resulting in DNA damage that leads to apoptosis [1]. However, DNA damage induced by doxorubicin can also switch on the transcription factors p53 [2] and the nuclear factor kappa B (NF-κB), limiting drug cytotoxicity. NF-κB has five subunits: p65, p50, p52, c-Rel and RelB [3], that can form dimers. They are inactive in the cytoplasm in complex with inhibitory IκBs proteins. Once in the nucleus, NF-κB binds to the DNA κB sites, in the promoter or enhancer of its target genes. NF-κB dimers have distinct binding sites [4] and are modified post-translationally to recruit co-activators to activate transcription of genes participating in key cellular processes [5]. The combinatorial diversity of NF-κB dimers, postranslational modifications and association with transcriptional regulators contributes to the regulation of distinct, but sometimes overlapping sets of genes upon specific stimuli [6]. Two kinase subunits, IKKβ and IKKα, and a regulatory IKKγ (NEMO), constitute the IkappaB kinase complex (IKK) necessary for IκB phosphorylation and NF-κB activation. We have used in this study the IKKβ inhibitor MLN120B [7].

We have shown previously that doxorubicin activates NF-κB in BT474 breast cancer cells and pharmacological inhibition of NF-κB enhanced its antitumoral effects [8]. Similar results have been achieved by others [9, 10]. From a clinical perspective, we have showed that nuclear NF-κB /p65, as a surrogate marker of activation, correlated with resistance to anthracycline-based chemotherapy and worse outcome [11]. Furthermore, p65 activation was increased after neoadjuvant chemotherapy in breast cancer in residual disease [12]. Other studies have reported similar findings in breast cancer and other tumor types [13, 14].

It is now widely accepted that transcriptional induction of anti-apoptotic and prosurvival genes by NF-κB contributes to cancer cell chemoresistance, thus reinforcing the concept of targeting NF-κB in anticancer therapies [15]. However, recent reports have suggested that NF-κB activity in response to anthracyclines can also play pro-apoptotic functions. Specifically, daunorubicin suppresses the transcription of bcl-xL by NF-κB activation in osteosarcoma cells and doxorubicin represses NF-κB anti-apoptotic genes in breast cancer cells [16]. In this study, we aimed to gain further insight in NF-κB- regulated gene expression in response to doxorubicin treatment to clarify its functional importance in chemoresistance in breast cancer.

## RESULTS

### Doxorubicin induces the expression of metastasis related genes through NF-κB activation in MDA-MB-231 breast cancer cells

Consistently with our previous findings in other cancer cells [8], doxorubicin induced IκBα degradation, p65 nuclear localization and increased NF-κB -DNA binding in the triple negative MDA-MB-231 cells. These effects were prevented by MLN120B, a specific inhibitor of the kinase IKKβ (Fig. 1A, 1B and 1C). NF-κB subunit composition was determined by ELISA-based assay of nuclear extracts showing a significant p65 and p50 binding to DNA induced by doxorubicin compared to control and these effects were prevented by MLN120B (Fig. 1D). The DNA-binding ability of the other NF-κB subunits was unaltered following doxorubicin treatment.

**Figure 1:**
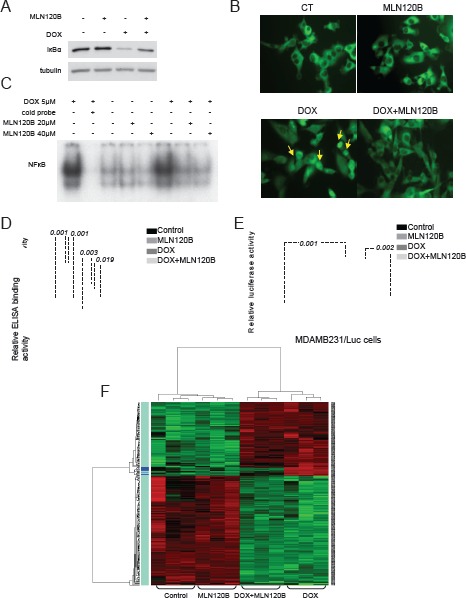
Doxorubicin activates the NF-κB and enhances the expression of migration, cell adhesion and metastasis related NF-κB target genes in MDA-MB-231 breast cancer cells Cells were cultured 90min in the presence or absence of MLN120B (20µM) and further incubated 4h with or without doxorubicin (5µM). Different steps of the NF-κB pathway were characterized. A, Levels of IκBα protein in whole protein lysates determined by Western Blot. α-tubulin served as the loading control. B, Representative images of p65 cellular distribution (nucleus/cytoplasm) determined by immunofuorescence (IF) using Alexa 488-coupled goat anti-rabbit IgG (green). Arrows indicate representative nuclear p65 signals in doxorubicin treated cells. C, DNA binding activities of NF-κB in nuclear extracts determined by EMSA. Lane 2 contains competitor “cold” NF-κB probe at 100-fold molar excess with the same nuclear extract than in Lane 1 as specificity control. D, DNA-binding activity of five NF-κB subunits analyzed in nuclear extracts using commercial ELISA kit. Bars represent the average of three independent experiments. Error bars represent standard deviations. E, MDA-MB-231 cells stably transfected with a NF-κB-luciferase reporter. To assay luciferase activity doxorubicin treatment was performed for 24h. Bars represent the average of three independent experiments. Error bars represent standard deviations. The results are reported as the percentage of fold increase in relative luminescence in arbitrary units (RLA) of treated sample using untreated condition as reference. F, Microarray gene expression profile was established in treated MDA-MB-231 cells. On the heat map, right panel indicates the genes differentially expressed comparing doxorubicin treated samples vs. samples treated with both MLN120B and doxorubicin. Green color indicates under expressed (down-regulated) genes; Red color indicates overexpressed (up regulated genes) and Black indicates no change.

Previously published reports showed controversial data regarding the ability of doxorubicin-induced DNA-bound NF-κB to activate specific gene transcription. To clarify this issue, we used stably transfected MDA-MB-231 cells carrying a luciferase reporter gene under the control of NF-κB responsive elements (MDAMB231/kB-Luc cells). In these cells, doxorubicin exposure resulted in an increase of NF-κB regulated luciferase activity that was prevented by IKKβ inhibition (Fig. 1E). This result indicates that NF-κB induced by doxorubicin is overall transcriptionally active.

Next, we performed a microarray gene expression study to investigate the possibility that doxorubicin modulates the expression of specific NF-κB target genes. 

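The array experiment used MDA-MB-231, an established line of triple-negative breast cancer cells. Cells were cultured for 90 min with or without 20 µM MLN120B and then for 4 h with or without 5 µM doxorubicin. MLN120B inhibits IKKβ, the kinase that marks the NF-κB inhibitor IκBα for degradation, and doxorubicin is an anthracycline that intercalates into DNA and poisons topoisomerase II. The 4 groups (control, doxorubicin, MLN120B with doxorubicin, and MLN120B alone) held 3 arrays each. Neither the paper's text nor the sample labels state that the 3 samples of a group were separate cultures, so the p-values measure the spread between these samples, which may be technical. RNA was hybridised to Affymetrix Human Exon 1.0 ST arrays, on which many short probes along the exons of a gene are combined into 1 transcript cluster. The paper's methods give an input of 200 ng of total RNA and the sample labels 100 ng. The authors corrected the background, normalized the probes by quantiles and summarised them by RMA on the log2 scale, and these deposited values were used without further scaling. Array medians lay between 7.38 and 7.51, and the standard deviation over all clusters of an array lay between 1.65 and 1.84. No pair of arrays held identical values, and correlations between arrays across all clusters ran from 0.972 to 0.997. Arrays carry no read depth, and the number of arrays limits the precision.

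In a principal component analysis, the second component held 24.1% of the variance and placed the 6 arrays with doxorubicin (10.6 to 13.2) apart from the 6 arrays without it (-14.2 to -10.5). The first component held 51.5% and did not follow the groups, since control arrays lay between -23.8 and 34.0 on it. After the intensity and variance filters described in the methods, 1 linear model of the 4 groups was fitted with limma, and p-values were adjusted by Benjamini-Hochberg over the clusters kept. A gene list was tested with limma's camera, which compares its members with the other genes, under a preset correlation between genes of 0.01 and again with the correlation estimated from the arrays. Gene lists were fixed before the data were examined.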

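Doxorubicin lowered replication-dependent histone genes and many immediate early genes of MDA-MB-231 cells, and raised ID2 and several inflammatory cytokines. At an adjusted p under 0.05 from limma, 305 of the transcript clusters tested changed, of which 122 were higher and 183 lower. ID2, an inhibitor of basic helix-loop-helix transcription factors, rose most, from a log2 value of 5.29 ± 0.41 (SD, n = 3) in control cells to 8.78 ± 0.52 (SD, n = 3), which is an 11.2-fold rise. CCN1, a secreted matrix protein induced by growth factors, fell most, from 11.66 ± 0.084 (SD, n = 3) to 9.43 ± 0.035 (SD, n = 3), a 4.69-fold difference. The adjusted p from limma was 6.42e-10 for ID2 and 7.24e-10 for CCN1. The median size of the log2 fold change among the clusters called was 0.76, or 1.69-fold, and 56 of them changed at least 2-fold.

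Replication-dependent histones package newly made DNA. Of 48 measured genes of this group, 44 entered the test, 24 fell and 0 rose (30 fell and 1 rose adjusted over the list alone), with a median log2 fold change of -0.58 over the 48. H3C1 (-1.58, standard error 0.17), H2AC15 (-1.55), H2BC3 (-1.50) and H3C12 (-1.41) fell most. The adjusted p of the list was 6.52e-39 from limma's camera and 0.00527 with an estimated correlation. These genes are close paralogs, and probes may be shared between them. Of 36 measured immediate early genes, which respond to stimuli without new protein synthesis, 30 entered the test. Of these, 14 fell and 4 rose (16 and 6 adjusted over the list alone). Beside CCN1, ID1 (-1.16) and BHLHE40 (-1.05) fell most, while ID2 rose. This list gave an adjusted p of 2.07e-06 from camera and an adjusted p = 0.263 with an estimated correlation. Of 293 measured genes of the ZNF zinc finger series, many of them transcriptional repressors, 188 entered the test. Of these, 14 fell and 1 rose (27 and 1 adjusted over the list alone), and ZNF792 (-1.24) and ZNF449 (-1.04) were among those that fell. The median over the 293 was -0.15, with an adjusted p of 1.33e-15 from camera and an adjusted p = 0.0553 with an estimated correlation.

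Most known NF-κB targets outside Table S1 were higher by value with doxorubicin, and those past the threshold went in both directions. Of 53 measured, 13 were lower by value. Of the 53, 42 entered the test, 3 rose and 3 fell (10 and 4 adjusted over the list alone). The transcription factors IRF1 (0.71) and JUNB (0.71) and the proteoglycan SDC4 (0.63) rose, and the survival gene IER3 (-1.02) and PLAU (-0.78), which encodes urokinase, were among those that fell. The list median was 0.11, with an adjusted p of 0.00845 from camera and an adjusted p = 0.463 with an estimated correlation. Of 40 measured genes of invasion, adhesion and metastasis, 11 entered the test. SNAI1, a driver of epithelial-mesenchymal transition, rose by 0.83, and the chemokine receptor CXCR4 and SNAI2 fell by 0.64 and 0.57. Of 24 measured genes of the integrated stress and unfolded protein response, 12 entered the test. ATF4 (-0.67) and HERPUD1 (-0.62) fell and the chaperone gene DNAJB9 (0.61) rose. The calls of SNAI2, CXCR4, HERPUD1 and DNAJB9 were each lost in at least 10 alternatives, that of SDC4 in 4, those of ATF4 and JUNB in 3 each and that of IRF1 in 2. Without control array 3 the adjusted p from limma was 0.121 for SDC4, 0.0921 for ATF4, 0.0778 for JUNB, 0.0941 for IRF1 and 0.0537 for SNAI1, and it was 0.119 for SDC4 and 0.117 for JUNB without doxorubicin array 1 and 0.0868 for SDC4 and 0.0598 for ATF4 without doxorubicin array 3. The count of changed clusters was 153 without control array 3, 656 without control array 2, 168 without doxorubicin array 1 or 3, and 535 without the variance filter.

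**Figure D1:**
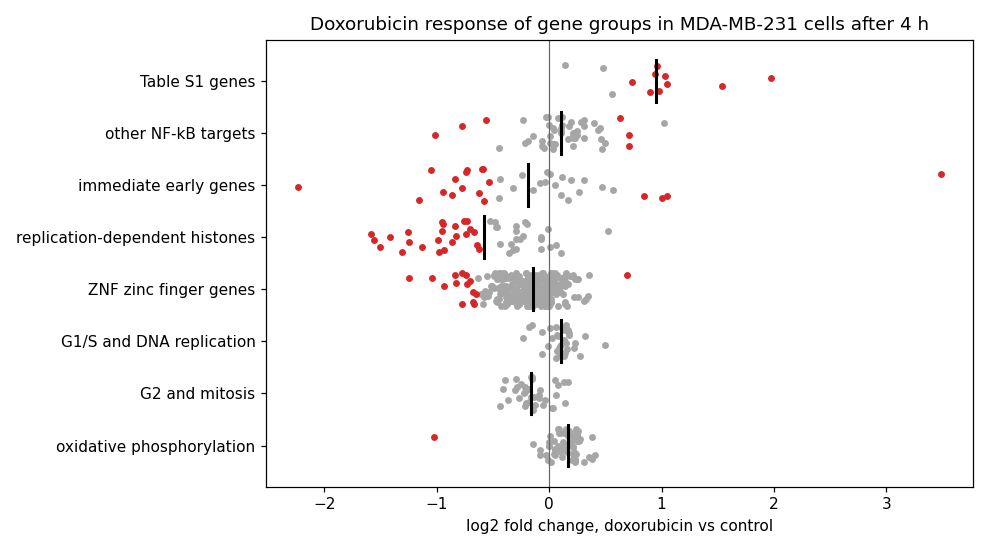
Log2 fold change between doxorubicin and control cells, on the horizontal axis, for each measured gene of 8 gene groups, with 1 point per gene (mean of 3 arrays against mean of 3 arrays). Red points passed an adjusted p under 0.05 in limma, grey points did not pass or were not tested, and black bars mark group medians, which lie at -0.58 for the histones, -0.19 for the immediate early genes and 0.95 for the Table S1 genes.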

Upon 4 hours of doxorubicin exposure, more than 300 genes were differentially modulated in MDA-MB-231 compared with control cells (GEO accession number: #16789213) (Fig. 1F). Among them, a set of 12 genes was partially reverted to basal levels by adding MLN120B (Fig. 1F and Table S1). However, no significant differences were observed between MLN120B treated and control cells in the absence of doxorubicin.

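Adding MLN120B to doxorubicin lowered 12 transcript clusters and raised 0 at an adjusted p under 0.05 from limma (78 at an unadjusted p under 0.05, fewer than chance gives over 8534 clusters), and these 12 are the genes of Table S1. The count was 7 without doxorubicin array 1 and 27 with only the 2 compared groups in the model. They encode the chemokines CXCL1, CXCL2, CXCL3, CXCL10 and IL8, the cytokine CSF2 (GM-CSF), the pattern recognition protein PTX3, the adhesion molecule ICAM1, the NF-κB inhibitors NFKBIA and TNFAIP3, the kinase NUAK2 and the glycosyltransferase GCNT4. Doxorubicin alone had raised 9 of them past the threshold, and 11 of 12 adjusted over the list alone. The list was chosen by the study on these arrays, so it is not independent evidence of its direction or size. CXCL10 rose from a log2 value of 5.30 ± 0.52 (SD, n = 3) in control cells to 6.84 ± 0.31 (SD, n = 3) with doxorubicin and was 5.09 ± 0.061 (SD, n = 3) with both agents.

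Of the other genes of the set, CXCL2 rose by 1.03 on the log2 scale with doxorubicin, PTX3 by 0.74 and NUAK2 by 0.89, and with both agents they fell by 1.49, 1.19 and 0.86 from the doxorubicin level. The fall of NUAK2 did not pass without doxorubicin array 1 or 3 (adjusted p = 0.167 and 0.0946 from limma) or without array 1, 2 or 3 of both agents (0.0949, 0.326 and 0.0532). With the array number as a block, the falls of NUAK2 (0.0757) and CXCL3 (0.15) did not pass, and that of CXCL3 was lost in 10 alternatives in all. CSF2 was 0.56 higher with doxorubicin (adjusted p = 0.0593 from limma) and CXCL3 0.48 higher (adjusted p = 0.122), and neither passed the threshold over all clusters. NFKBIA, which encodes IκBα, was at 9.88 ± 0.055 (SD, n = 3) in control cells and 10.02 ± 0.25 (SD, n = 3) with doxorubicin, a difference of 0.14 (standard error 0.16, adjusted p = 1 from limma), and fell to 9.01 ± 0.17 (SD, n = 3) with both agents. This fall did not pass without doxorubicin array 1 (adjusted p = 0.0685 from limma) or without array 3 of both agents (0.0501). GCNT4 rose most, by 1.97 (adjusted p = 5.98e-08 from limma). It fell by 1.11 when MLN120B was added and stayed 0.86 above control.

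The fall with MLN120B removed a median of 152% of the doxorubicin rise over the 12 genes and 114% over the 9 genes whose rise passed the threshold, on the log2 scale. For these 9 genes the value ran from 56.5% for GCNT4 (95% Fieller interval 41.3 to 72.3%) to 170% for CXCL1 (130 to 241%). On the linear scale it ran from 72.2% for GCNT4 to 140% for PTX3. All 12 genes passed the threshold for the fall on these same arrays, and the 9 also that for the rise. This selection can shift the shares, and the intervals leave it out. The interval included 100%, a full return to the control level, for CXCL10 (86.5 to 153%), TNFAIP3, ICAM1 and NUAK2. CXCL10 with both agents (5.09) and GCNT4 in control cells (4.73) lay below the intensity filter value of 5.12. Background may therefore limit what their shares can show. Adjusted over the list alone, 6 of the 12 genes were lower with both agents than in control cells and 1, GCNT4, was higher. Measured against MLN120B-treated cells instead of control cells, the median over the 12 was 89.9%. The 9 genes whose rise passed then ran from 46.1% for TNFAIP3 to 106% for CXCL1, with NUAK2 in the middle at 81.8%. CXCL1, CXCL2, CXCL3 and IL8 lie on chromosome 4 between positions 74606243 and 74965305 of the coordinates in Table S1, whose genome build is not given in the sources used here, and probes may be shared between CXCL1, CXCL2 and CXCL3. Without the variance filter 14 clusters fell, and CD83 and TRAF1, outside Table S1, then both rose with doxorubicin and fell with MLN120B added. Of 53 measured NF-κB targets outside the set, 42 entered the test and 0 passed the threshold with MLN120B added. Adjusted over the list alone 5 were lower, and 46 of 53 were lower by value. The adjusted p of this list was 1.42e-18 from limma's camera and 0.0205 with an estimated correlation. Markers of leukocytes (median -0.106), fibroblasts (-0.138), endothelium (-0.0764) and luminal epithelium (-0.0725) were lower by value in the same comparison, beside -0.166 for these targets.

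Both comparisons use the same 3 doxorubicin arrays. In 100 simulated experiments with no effect, the overlap of a rise and a fall was never above 0, and independent lists of these sizes would share 0.172 clusters. The simulation leaves out real effects, so it cannot show what the shared arrays add to a real rise. The independent lists leave out the sharing. With only 3 doxorubicin arrays to divide, part of the excess may come from the shared arrays.

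**Figure D2:**
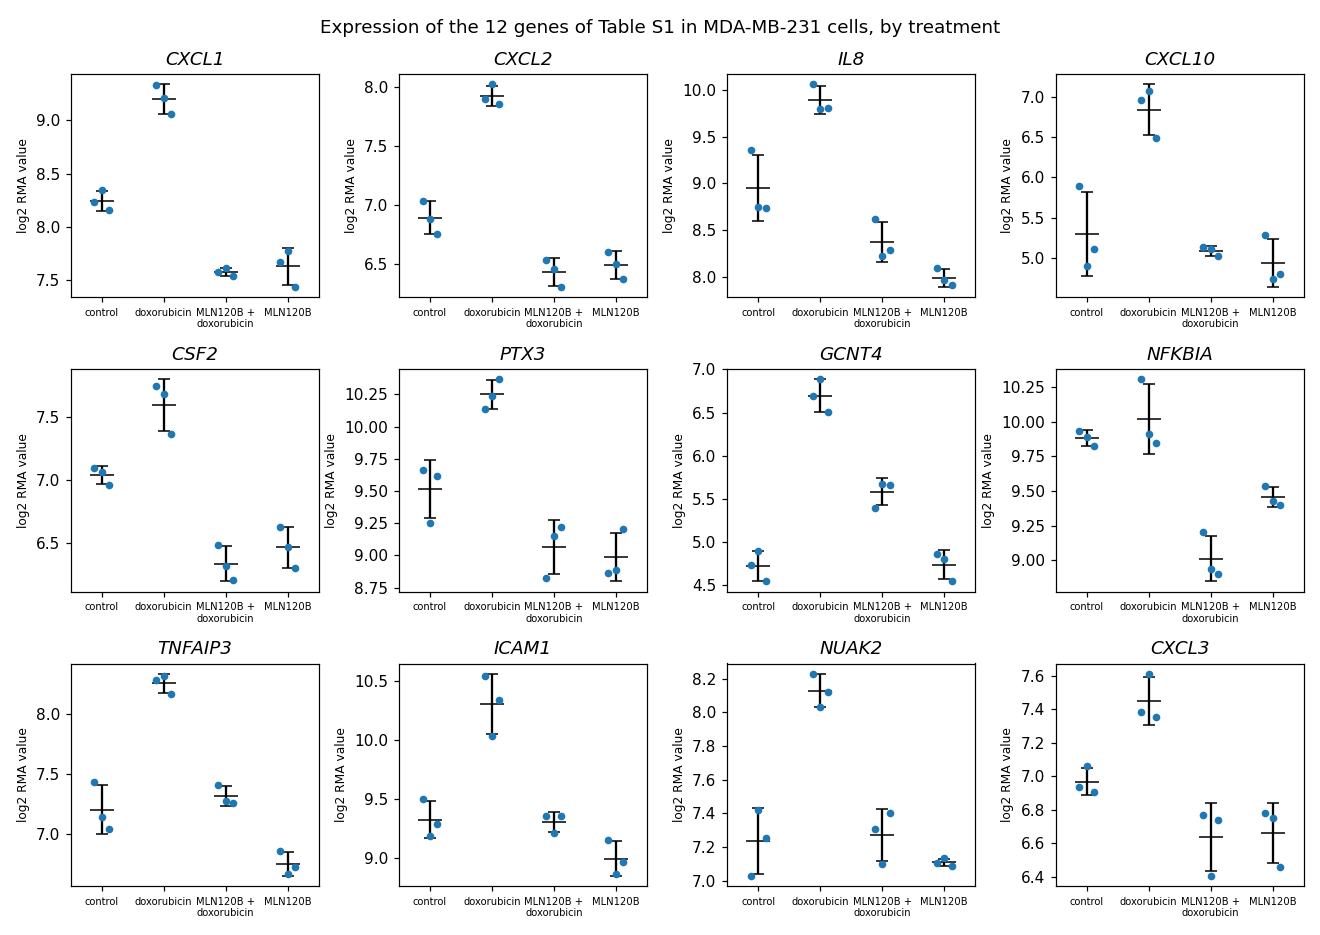
Log2 RMA value of each of the 12 genes of Table S1, on the vertical axis, in the 4 treatment groups, with 1 point per array, a bar at the mean and error bars of 1 SD (n = 3). GCNT4 with both agents lies between its control and doxorubicin levels, and NFKBIA lies at 9.88 in control cells and 10.02 with doxorubicin.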

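With MLN120B alone, 0 transcript clusters passed an adjusted p under 0.05 from limma against control, 30 had an unadjusted p under 0.05, and the smallest adjusted p was 0.087. With the intensity trend and robust estimate of limma 2 clusters passed, and the methods' paired t-test, named there for experimental conditions and not for the arrays, gave 204 at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. Both unadjusted counts lay below a share of 0.05 of the 8534 clusters tested, which chance alone would give. Groups that did not overlap at all were found for 1.52% of clusters, where 10% arise by chance. In data simulated for doxorubicin against control with the deviation shared by these arrays, 3.14% of changes of 0.5 were recovered. The count of 0 therefore does not show that MLN120B had no effect. The genes of Table S1 were lower as a set in MLN120B-treated cells. Their median log2 difference from control was -0.42, 11 of 12 were lower by value, and 7 were lower adjusted over the list alone, a list chosen by the study on these arrays. The adjusted p of the set was 2.57e-30 from limma's camera and 0.00314 with an estimated correlation. CSF2 was 0.57 below control on the log2 scale (7.04 ± 0.071 in control cells and 6.47 ± 0.16 with MLN120B, SD, n = 3 each), with PTX3 at -0.53, NFKBIA at -0.43 and CXCL2 at -0.40, each with an adjusted p of 1 over all clusters. GCNT4 was at 4.73 ± 0.18 (SD, n = 3) in control cells and 4.74 ± 0.17 (SD, n = 3) with MLN120B. Both values lay below the intensity filter value of 5.12, so a fall of GCNT4 could hardly be seen. Of 53 measured NF-κB targets outside the set, 38 were lower by value. Of these 53, 42 entered the test and 0 passed the threshold, over all clusters or adjusted over the list alone. The median over the 53 was -0.081, with an adjusted p of 1.36e-07 from camera and an adjusted p = 0.138 with an estimated correlation. On the log2 scale, histones (median 0.0015) and immediate early genes (median -0.022) did not pass the test (adjusted p = 0.944 and 0.902 from limma's camera).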

### Transcriptional responses of doxorubicin-induced NF-κB activation varies among breast cancer cells

Next, we independently tested by qRT-PCR four candidate genes selected from microarray data that were upregulated by doxorubicin and whose activation was prevented by MLN120B (*CXCL1*, *IL8*, *ICAM1* and *TNFAIP3*). These genes were selected because of their relevance in cell adhesion and migration (IL-8, *ICAM-1*), chemotherapy resistance (CXCL-1) and negative NF-κB regulation (*TNFAIP3*). 

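All 4 genes rose with doxorubicin and fell when MLN120B was added, past the threshold in both comparisons. CXCL1, a neutrophil chemokine, rose 1.94-fold, from a log2 value of 8.24 ± 0.097 (SD, n = 3) in control cells to 9.20 ± 0.14 (SD, n = 3) with doxorubicin, and was 7.58 ± 0.038 (SD, n = 3) with both agents. IL8 rose 1.92-fold, from 8.95 ± 0.36 (SD, n = 3) to 9.89 ± 0.15 (SD, n = 3), and was 8.38 ± 0.21 (SD, n = 3) with both agents. ICAM1, the ligand of leukocyte integrins, rose 1.97-fold, from 9.32 ± 0.16 (SD, n = 3) to 10.30 ± 0.26 (SD, n = 3), and was 9.30 ± 0.086 (SD, n = 3) with both agents. TNFAIP3, which encodes the ubiquitin-editing enzyme A20, rose 2.07-fold, from 7.21 ± 0.20 (SD, n = 3) to 8.26 ± 0.082 (SD, n = 3), and was 7.32 ± 0.084 (SD, n = 3) with both agents.

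The adjusted p of the rise from limma was 0.00047 for CXCL1, 0.00217 for IL8, 0.000686 for ICAM1 and 0.000171 for TNFAIP3. With MLN120B added, the log2 fold change against doxorubicin was -1.62 for CXCL1 (standard error 0.16), -1.51 for IL8 (0.18), -0.996 for ICAM1 (0.17) and -0.94 for TNFAIP3 (0.16), with adjusted p of 2.42e-06, 4.44e-05, 0.00349 and 0.00349. The fall of ICAM1 and TNFAIP3 did not pass without doxorubicin array 1 (adjusted p = 0.0906 and 0.0509 from limma) or without array 2 of both agents (0.0551 for each), nor that of TNFAIP3 without array 3 of both agents (0.0574). In every case the 3 doxorubicin arrays lay above the 3 control arrays and above the 3 arrays with both agents, and 3 arrays against 3 cannot give an exact permutation p below 0.1. The coordinates of Table S1 place the CXCL1 cluster on the plus strand of chromosome 4 from 74735109 to 74765090, IL8 on the plus strand of chromosome 4 from 74606243 to 74622200, ICAM1 on the plus strand of chromosome 19 from 10381765 to 10397289 and TNFAIP3 on the plus strand of chromosome 6 from 138184421 to 138304298. The array's annotation lists both CXCL1 and CXCL2 for the CXCL1 cluster, and the name CXCL1 is that of Table S1. The paper took these candidates for qRT-PCR from genes that rose with doxorubicin on these arrays and whose rise MLN120B prevented. As the reason for the choice it names their roles in adhesion, migration, chemotherapy resistance and NF-κB regulation.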

In accordance with microarray data, the four genes were upregulated in doxorubicin- treated MDA-MB-231 cells and MLN120B pretreatment efficiently prevented their upregulation (Fig. 2A). Of note, in contrast with the array experiments where we did not detect expression changes in MLN120B treated cells compared with control, by qRT-PCR we observed significant differences between MLN120B treated and control samples in the absence of doxorubicin exposure (p=0.002 for *ICAM1*; p<0.001 for CXCL1; p=0.009 for TNFAIP3; p<0.001 for IL8). 

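On the arrays, the 4 genes had lower values with MLN120B alone than in control cells, and none of the differences passed the threshold over all clusters. IL8 differed most, with 7.99 ± 0.096 (SD, n = 3) with MLN120B and a log2 fold change of -0.96 (standard error 0.18, adjusted p = 0.087 from limma). The difference of IL8 did pass when p-values were adjusted over the 4 pairwise comparisons together. CXCL1 was at 7.63 ± 0.17 (SD, n = 3) with MLN120B, a log2 fold change of -0.61. TNFAIP3 was at 6.75 ± 0.10 (SD, n = 3) and ICAM1 at 8.99 ± 0.15 (SD, n = 3), with log2 fold changes of -0.45 and -0.33. For these 3 genes the adjusted p over all clusters from limma was 1. Adjusted over the 12 genes of Table S1 alone, a list chosen by the study on these arrays, p was 0.000245 for IL8, 0.00409 for CXCL1, 0.0202 for TNFAIP3 and 0.0894 for ICAM1.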

To determine whether the activation of NF-κB occurred in other phenotypically different breast cancer cell lines, we treated with doxorubicin the HER2-overexpressing SKBR3 and BT-474 and the ER-positive MCF-7 cells. Doxorubicin induced p65 nuclear translocation in all cell lines as shown by western blot and immunofluorescence (Supplementary Fig. S1A and S1B). In both BT-474 and SKBR3,doxorubicin induced NF-κB transcriptional activation as indicated by the upregulation of *IL8, ICAM1, CXCL1* and *TNFAIP3* genes that was prevented by MLN120B (Fig. 2B). However, gene expression induction of *IL8, ICAM1*, and *TNFAIP3* by doxorubicin was not observed in MCF-7 cells. *CXCL1* gene was not detectable at basal conditions and was excluded in the analysis. We then analyzed the modulation at protein level of *ICAM-1*. An increase of *ICAM-1* expression in MDA-MB-231 and SKBR3 cells under doxorubicin treatment, which was prevented by IKKβ inhibition, was demonstrated by western blot (Fig. 2C), although results on *ICAM-1* in BT-474 were non-conclusive (data not shown). According with the gene expression results, *ICAM-1* protein levels did not increase after doxorubicin exposure in MCF-7 cells.

**Figure 2:**
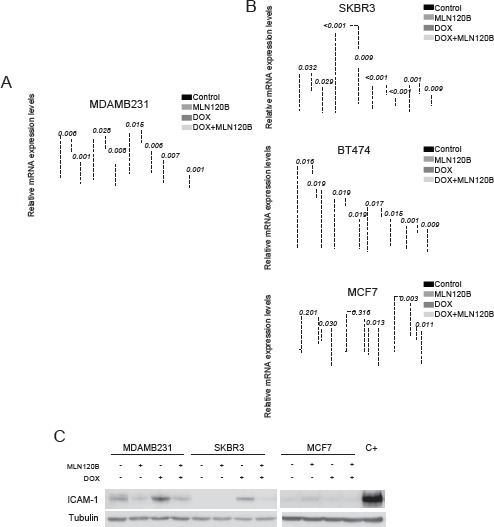
NF-κB -driven transcription by doxorubicin differs among breast cancer cells Four genes (*IL8*, *ICAM-1*, *CXCL-1* and *TNFAIP3*) were chosen for validation of the microarray results by qRT-PCR. Cells were treated as for the microarray experiment: A, MDA.MB-231 B, SKBR3, BT-474 and MCF-7. The relative gene expression level is normalized to the *RPLP0* gene. The graph shows the expression of each gene across different experimental conditions relative to their expression in control condition. C, ICAM-1 protein expression was determined in whole cell lysates of MDA-MB-231, SKBR3 and MCF-7 cells treated as for Fig 1e. α-tubulin served as the loading control. Cells treated with TNF-α were used as positive control.

Overall, these results indicate that doxorubicin induced NF-κB nuclear translocation in all tested breast cancer cells, but they showed a differential NF-κB transcriptional response probably refecting their differences at the genetic background.

### Doxorubicin enhances the transcription of NF-κB regulated gene products in breast tumors ex vivo

We next assayed whether the effects of doxorubicin on NF-κB that we observed *in vitro* also occurred in human breast cancer. For that, we exposed a panel of 20 freshly isolated human tumors *ex vivo* to doxorubicin and MLN120B alone or combined [17]. In control conditions, p65 and p50 were mainly detected in the cytoplasm. After doxorubicin treatment, both NF-κB proteins translocated to the nucleus of tumor cells. Moreover, doxorubicin-induced nuclear accumulation of p65 and p50 subunits was efficiently prevented by MLN120B (Fig. 3A and 3B). These findings were corroborated in an independent series of 36 breast tumors, which were treated *ex vivo* with doxorubicin (data not shown).

**Figure 3:**
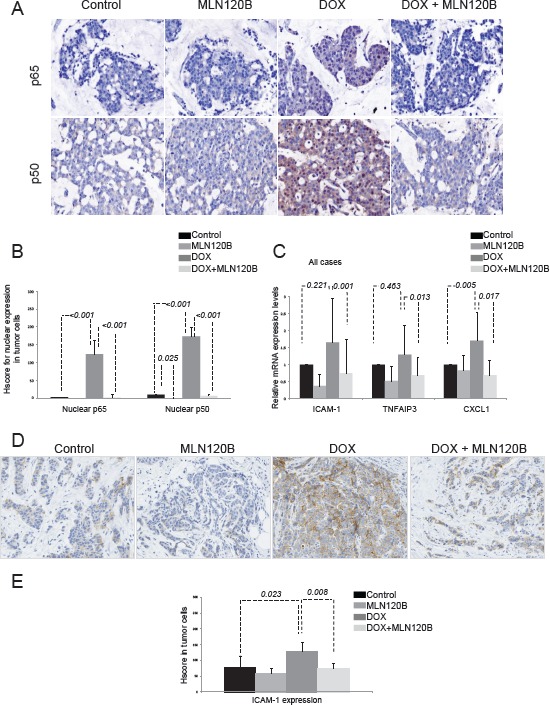
Doxorubicin induces p65/p50 nuclear translocation *ex vivo* in breast tumors and increases NF-κB-driven transcription A set of 20 human breast tumors were exposed *ex vivo* to vehicle, 20 µM MLN120B, 2 µg/ml doxorubicin or both during 24h and then formalin-fixed paraffin embedded (FFPE) tissues were prepared. A, Representative immunohistochemical images of FFPE sections control and doxorubicin treated stained with p65 and p50. B, Graph showing the IHC HScores for nuclear p65 and p50 stainining in all samples relative to control condition. C, Total RNA from *ex vivo* human breast tumors was extracted for analysis of the *ICAM-1* and *TNFAIP3* and *CXCL-1* genes by qRT-PCR. The relative target gene expression level was also normalized to the *RPLP0* expression in each sample. D, Representative immunohistochemical results of ICAM-1 staining in sections of the FFPE breast specimens; control (left panel), doxorubicin 5µM 24h (middle panel) and 20µM MLN120B plus doxorubicin 5µM 24 hours (right panel). E, Graph show the average of ICAM-1 expression determined by immunohistochemistry in all samples relative to control condition.

Next, we evaluated whether p65 and p50 nuclear translocation in doxorubicin-treated tumor specimens was associated with an increase in the expression of NF-κB target genes *TNFAIP3, ICAM-1* and *CXCL-1. IL8* gene was not included for analysis because of very low expression detected in breast cancer specimens. RNA for gene expression data was obtained in 13 samples. Doxorubicin induced the transcriptional upregulation of *ICAM-1*, in 61.5% of cases, of *TNFAIP3* in 46.2% of cases, and of *CXCL1* in 75% of cases, compared with control conditions (Supplementary Fig. S2B). This effect was strongly counteracted with MLN120B, which produced a significant downregulation of *ICAM-1, TNFAIP3* and CXCL-1 expression (p=0.001, 0.013 and 0.017, respectively) (Fig. 3C). Similarly, we found that doxorubicin treatment *ex vivo* significantly increased levels of *ICAM-1* in the cytoplasm and membrane of tumor cells (p=0.023), which was prevented by MLN120B (p=0.008) (Fig. 3D and 3E).

### Deficiency in tumor suppressor p53 is required for doxorubicin induced transcriptional upregulation of NF-κB target genes

A crosstalk between NF-κB and p53 transcription factors, which are both activated by DNA damage exists [18, 19]. Thus, we hypothesized that the different p53 status of specific breast cancer cells could explain differences on NF-κB transcriptional activation by doxorubicin. Supporting this idea, among the cells analyzed, only in MCF-7 cells that carry wild-type p53, doxorubicin-induced nuclear NF-κB translocation did not result in activation of target genes. On the contrary, in the mutant p53 MDA-MB-231, SKBR3 and BT-474 cells, NF-κB target genes were activated by doxorubicin. So, we hypothesized that p53 status may be associated with different NF-κB responses upon doxorubicin treatment. In ex vivo experiments using fresh human breast cancer, p53 mutation was indirectly assayed by its nuclear accumulation in tumor cells by IHC [20]. We found that NF-κB target gene activation by doxorubicin was significantly associated with p53 nuclear accumulation (Fig. 4a). Specifically, expression of tested NF-κB target genes was significantly increased by doxorubicin in all p53 deficient tumors (n=5) (p=0.035 for *ICAM-1*, p=0.050 for *TNFAIP3* and p=0.014 for CXCL-1), but not in p53 wild type tumors (n=8) (p=0.244 for *ICAM-1*, p=0.908 for *TNFAIP3* and p=0.428 for CXCL-1) (Supplementary Fig. S2A). These results were confirmed in an independent set of samples that were treated with doxorubicin alone (Supplementary Fig. S2B). *ICAM-1* expression was significantly increased by doxorubicin in p53-defcient tumors (p=0.005) and this increase was prevented by MLN120B (p=0.005), whereas this effect was not observed in p53 wild type cases (p=1.000) (Fig. 4B).

**Figure 4:**
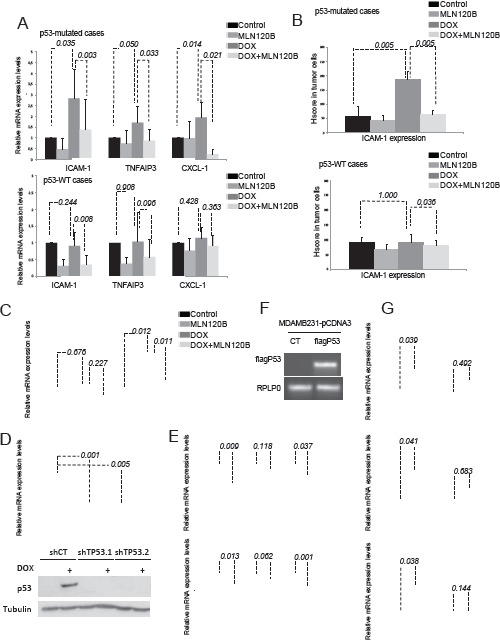
p53 deficiency is required for NF-κB-driven transcription induced by doxorubicin A, B, graph shows the relative levels of *ICAM-1*, *TNFAIP-3* and *CXCL-1* obtained by qRT-PCR (a) and ICAM-1 determined by IHC (b) taking into account all tumors in which p53 has been considered as WT or deficient status by immunohistochemistry. C, MEFs WT and p53-/- were preincubated 1h 30 min with MLN120B 205µM and exposed to 5µM doxorubicin for 4hours. qRT-PCR analysis of *ICAM-1* was performed and normalized to the *RPLP0* expression in each condition. p53 expression in MEFs was determined by WB, tubulin expression was used as loading control. D, MCF-7 were infected with 3 different lentiviral particles coding for; shCT and 2 shRNA against TP53 (shTP53.1 and shTP53.2); qRT-PCR of TP53 relative to RPLP0 and Western Blot determination of p53 in cell lysates from cells exposed to 5µM doxorubicin for 24h was were used as knocking down controls. E, MCF-7 shCT and shTP53 were exposed for 4hours to doxorubicin 5µM. Relative expression levels of ICAM-1 and TNFAIP3 were determined by qRT-PCR in each condition. RPLP0 expression was used for normalization. F, MDA-MB-231 were transfected with pCDNA3CT vector and pCDNA3fagp53. RNA was extracted from both transfected cell lines and RT-PCR was done to detect fag p53 expression. RPLP0 was used as loading control. G, qRT-PCR analysis of *ICAM-1*, *CXCL-1* and *TNFAIP3* was performed in MDA-MB-231pcDNA3CT and pCDNA3 fagp53 after 4 hours of 5µM doxorubicin treatment. The relative target gene expression level was also normalized to the *RPLP0* expression in each condition. The graph shows the results of the expression of the different genes in each condition relative to their expression in control condition. Mean and SE from triplicate experiments are indicated.

Interestingly, p53-dependance in NF-κB target gene expression induced by doxorubicin was also observed in WT and p53KO MEFs (Fig. 4C). We found that p53KO but not WT MEFs significantly increased *ICAM-1* mRNA levels through NF-κB activation in response to doxorubicin treatment (p=0.012 and p=0.676, respectively). Importantly, MLN120B induced downregulation of *ICAM-1* only in p53KO cells (p=0.011).

To confirm that p53 was the responsible of impairing NF-κB transcriptional activity induced by doxorubicin in breast, we knocked down p53 expression using two different shRNA in MCF-7 cells (Fig. 4D). Both shRNA (shTP53.1 and shTP53.2) decreased p53 mRNA expression and avoided an efficient induced expression of the p53 protein after doxorubicin treatment, as observed in the cells expressing the shRNA control (shCT). Unexpectedly, no differences were detected in *ICAM-1* and *TNFAIP3* mRNA levels between CT and p53 knocked down cells when treated with doxorubicin (Fig. 4E). On the contrary, overexpression of p53WT in the p53 mutant cells MDA-MB-231 using pCDNA3fagp53 (Fig. 4F) prevented doxorubicin-mediated induction of NF-κB target genes (Fig. 4G), and effect was maintained in cells transfected with the control vector.

These results confirm that p53 null status seems to be necessary for doxorubicin to activate NF-κB -dependent transcription in breast cancer cells both *in vitro* and *ex vivo*, although other factors might be limiting NF-κB response to DNA damage.

### Nuclear p65 expression and p53 deficiency are associated with poor prognosis in breast cancer patients

Finally, we tested whether the presence of nuclear p65 and nuclear p53, as a surrogate of p53 inactivation, in breast tumors predicted differences in outcome. In a cohort of 335 early breast cancer patients, nuclear accumulation of p53 was observed in 85 (25.4%) patients, and nuclear p65 in 118 (35.2%) of cases (Supplementary Table S2).

Detection of nuclear p65 significantly only correlated with relapse of the disease (30.5% of cases with nuclear p65 vs. 15.2% without expression of nuclear p65; p=0.001). Nuclear p53 was associated with high tumor size (p=0.011), high tumor grade (52.9% in cases with nuclear p53 vs. 31.0% in p53 negative tumors; p=0.001), absence of ER (65.9% vs. 13.9%; p<0.001), HER2 amplification (31.8% vs. 15.5%; p=0.001), high proliferation (35.3% vs. 22.5%) and relapse of the disease (31.8% vs. 16.8%; p=0.003).

In addition, detection of nuclear p65 significantly correlated with the nuclear accumulation of p53 in these tumors (p=0.003). Nuclear p65 and p53 co-localization was found in 42 (12.5%) of the studied patients and was associated with high tumor grade (52.4% in cases with co-localization vs 34.2% in cases without co-localization; p=0.030), negativity for ER (64.3% vs 21.7%; p=0.001), HER2 amplification (35.7% vs 17.3%; p=0.005), high proliferation (38.1% vs 24.0%; p=0.042) and relapse (38.1% vs 18.1%; p=0.003).

Finally, DFS analysis showed a higher risk of relapse in breast cancer patients with nuclear accumulation of p53 and p65 in tumor cells (p=0.001). The hazard ratio for relapse in patients with nuclear p65 and p53 tumors was 2.49 (IC 95%; 1.42-4.37) (Fig. 5) (Table 1). Kaplan-Meier curves for relapse and log-rank test comparisons also showed that tumor size (p=0.001), grade (p=0.022), axillary lymph node involvement (p=0.001), ER and/ or PR expression (p=0.011), HER2 amplification (p=0.014), triple negative phenotype (p=0.036), adjuvant hormonotherapy (p=0.025), p53 nuclear expression (p=0.004) and p65 nuclear expression (p=0.002) were associated with the risk of relapse (Table 1).

**Figure 5:**
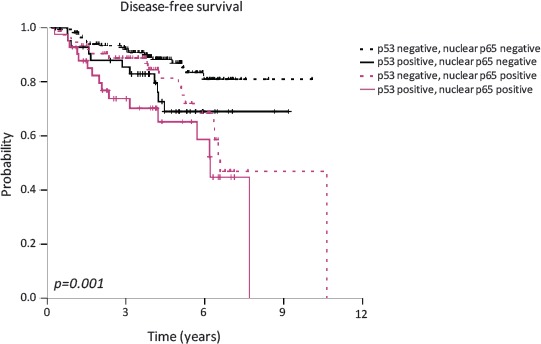
Association between p53 and p65 nuclear localization and disease-free survival in breast cancer patients High-risk patients were stratified according to high or low p53 nuclear accumulation status and high or low nuclear NF-κB p65 staining.

**Table 1:** Uni- and multivariate Cox analysis for disease-free survival in series of breast cancer patients (n=335), including clinico-patological factors and p65 and p53 53 nuclear expression

		Univariate (n=335)			Multivariate (n=335)		
Variable		HR	95% CI	P	HR	95% CI	P
Age				0.214			-
	Premenopausal	1.00			-		
	Postmenopausal	1.40	0.82 to 2.38		-		
Tumor size, mm				0.001			0.115
	≤20	1.00			1.00		
	21-50	2.21	1.31 to 3.72		1.96	1.02 to 3.75	
	>50	2.82	1.32 to 6.03		1.98	1.04 to 6.11	
Tumor grade				0.022			0.521
	I	1.00			1.00		
	II	1.25	0.36 to 1.91		0.98	0.55 to 2.16	
	III	1.74	0.84 to 3.76		1.12	0.40 to 3.13	
Lymph nodes				0.001			0.048
	None	1.00			1.00		
	1-3	1.06	0.59 to 1.89		1.10	0.55 to 2.20	
	4-9	1.75	0.83 to 3.70		1.11	0.44 to 2.79	
	>9	4.27	2.02 to 8.74		3.69	1.32 to 10.02	
Histology				0.858			-
	Ductal	1.00			-		
	Lobular	0.96	0.85 to 1.15		-		
	Others	0.96	0.16 to 3.52		-		
Hormonal receptor status				0.011			0.656
	Negative	1.00			1.00		
	Positive	0.53	0.32 to 0.86		1.13	0.37 to 4.77	
HER2 status				0.014			0.369
	Negative	1.00			1.00		
	Positive	1.89	1.14 to 3.14		1.53	0.61 to 3.89	
Triple negative phenotype				0.036			0.354
	No	1.00			1.00		
	Ye	1.76	1.04 to 2.98		1.89	0.49 to 7.31	
Proliferation (Ki-67)				0.089			-
	Low proliferation (<14%)	1.00			-		
	High proliferation (≥14%)	1.31	0.75 to 5.26		-		
Adjuvant chemotherapy				0.416			-
	No	1.00			-		
	Ye s	0.84	0.41 to 1.71		-		
Adjuvant hormonotherapy				0.025			0.216
	No	1.00			1.00		
	Yes	0.53	0.31 to 0.49		0.63	0.31 to 1.29	
p53				0.004			0.511
	Negative	1.00			1.00		
	Positive	2.03	1.25 to 3.31		1.37	0.53 to 3.58	
Nuclear p65				0.002			0.329
	Non-overexpression	1.00			1.00		
	Overexpression	2.11	1.31 to 3.40		1.56	0.48 to 1.76	
p53 and p65 nuclear co-expression				0.001			0.009
	No	1.00			1.00		
	Ye s	2.49	1.42 to 4.37		2.64	1.27 to 5.49	

Abreviations: DFS, free survival; HR, hazard ratio; CI, confidence interv al; HER2, human epiderma l growth factor re ceptor 2

A multivariate analysis was performed including all the significant clinico-pathological factors (Table 1). Nuclear co-localization of p65 and p53 retained its adverse prognostic role for relapse (P<0.009). The hazard ratio for relapse in patients with tumors with accumulation of nuclear p65 and p53 was 2.64 (IC 95%; 1.27-5.49). Another independent prognostic factor for DFS was lymph node involvement (p=0.048).

These results indicate that the p53 status in breast cancer tumors predicts the NF-κB -dependent transcription of genes in response to doxorubicin.

## DISCUSSION

The DNA-binding activity and transcriptional activation of NF-κB after doxorubicin treatment is still under debate [16, 21]. In this work we show that doxorubicin induces, through NF-κB activation, a transcriptome compatible with metastasis and chemoresistance exclusively in a p53-defcient cell context. Moreover, deficient p53 status and nuclear NF-κB correlated with worse outcome of breast cancer patients. Doxorubicin is able to promote NF-κB translocation, DNA binding and upregulation of NF-κB dependent transcription leading to expression of a NF-κB-dependent transcriptome associated with tumor growth, migration, metastasis and chemoresistance in mutant p53 MDA-MB231, BT-474 and SKBR3 cells, but not in wild-type p53 MCF-7 cancer cells. The correlation between p53 status and the ability of doxorubicin to elicit a tumorigenic and anti-apoptotic NF-κB response was also observed in a large panel of fresh human breast tumors ex vivo treated with doxorubicin. In addition, our studies using genetic manipulation have demonstrated the direct role of p53 in the NF-κB response to doxorubicin.

After DNA damage, the sequential molecular events that culminate in the p65/p50 nuclear localization and DNA-binding activity of NF-κB are widely accepted [3, 22]. However, it remains uncertain whether the NF-κB activated by doxorubicin and other related chemotherapeutic agents elicit a transcriptomic response. Several studies have shown that after causing DNA-binding, doxorubicin will induce NF-κB transcriptional events and lead to the production of antiapoptotic gene products that can contribute to chemoresistance [23]. Indeed, doxorubicin can stimulate the expression of prosurvival NF-κB genes, like *BCLl-XL*, a member of the Bcl-2 family in cancer cells [24]. In breast cancer, NF-κB has been assigned as a pro-apoptotic pathway through repression of anti-apoptotic genes in response to doxorubicin [25], and in other reports, doxorubicin-induced nuclear p65 cannot be phosphorylated and acetylated and, therefore, its DNA binding affinity and transcriptional activity is reduced [16]. Anthracycline-induced DNA-binding activity of NF-κB in osteosarcoma has been dually described as activator and repressor of antiapoptotic genes. It is proposed that DNA-intercalation agents would activate a repressive NF-κB complex while those that do not intercalate DNA would induce an active NF-κB complex [26]. Therefore, most of the studies conclude that NF-κB activated by DNA damage may activate or repress genes depending on tumor type, context and environmental conditions. In fact, the Ser536 phosphorylation of p65 has been proposed as a marker for transcriptionally activation or repression of NF-κB by doxorubicin, respectively [21]. In our work, we found that NF-κB induced the expression of *CXCL1, ICAM1* and *TNFAIP3* after doxorubicin treatment only in a subset of tumors, suggesting that differences in responses may exist among tumor subtypes.

We selected different genes to confirm our microarray data based on the relevance in chemoresistance and metastatasis. The TNFAIP3 gene, also known as A20, is a deubiquitinating enzyme and a negative regulator of NF-κB [27]. Its overexpression is associated to aggressiveness of nasopharyngeal [28] and breast [29] cancer and also with the development of resistance to O6-alkylating agents in glioblastoma [30], and tamoxifen resistance [29]. ICAM-1 is a surface transmembrane glycoprotein belonging to the immunoglobulin superfamily of adhesion molecules and plays a role in immune response, but also is involved in mechanisms of invasion and metastasis in breast cancer [31]. *ICAM-1* expression has been correlated with progression, prognosis and aggressive phenotype in cancer [32, 33]. Moreover, and in agreement with our results, increased plasma levels were observed in doxorubicin-treated breast cancer patients [34]. The other selected gene was the chemokine CXCL-1, which promotes chemotaxis in different cell types such as stromal-epithelial and host-tumor cells, and consistently, is involved in metastasis, tumor progression and chemotherapy resistance and survival [35]. *In vivo* downmodulation of CXCL-1 reduces the metastatic potential in MDA-MB-231 and enhanced anti-tumor effects of chemotherapy [36]. Thus, according to these data and our own results, doxorubicin-induced NF-κB activation in a p53 defcient background might favor the acquisition of a metastatic phenotype of breast cancer, and residual cells after treatment would be more aggressive resulting in tumor promotion to dissemination.

DNA damage induces stabilization of tumor suppressor p53 and could eventually lead to cell cycle arrest, senescence or apoptosis [37]. An antagonistic crosstalk between p53 and NF-κB networks has been described because directly compete for binding to the transcriptional co-activator CBP/p300 by regulation of IKKκ phosphorylation [38]. According to that, it has been shown that NF-κB inhibition by curcumin enhances chemotherapy efficacy by favoring induction of p53-p300 dependent apoptosis in breast cancer [39].

Our results showed that mutated p53 mediated the induction of transcription of NF-κB regulated genes by doxorubicin and functional restoration of wild-type p53 impaired doxorubicin- NF-κB dependent transcription in breast cancer. Similarly, mutant p53 increases NF-κB transcriptional activity induced by TNFα and knocking down mutant p53 reduced NF-κB activity. However, when we knocked down wild type p53 in the MCF-7 cells, NF-κB target gene expression upon doxorubicin treatment did not change. This observation suggests that other factors play a role in chemotherapy responses and gene regulation. Indeed, the ER, which is expressed in MCF-7 and in two-thirds of breast cancers [40], has also been associated with NF-κB activity. Breast cancer cells expressing ER contain lower NF-κB activity than ER-negative cells [41]. Moreover, ectopic expression of the receptor in ER-negative cells reduced NF-κB DNA binding activity and expression of several NF-κB target genes [42]. Thus, despite the requirement for further functional studies combining both ER and p53 effects on NF-κB activity, the ER status also determines the NF-κB activity independently of p53.

In our series, nuclear accumulation of p53 protein, as a marker of p53 deficiency [20], was associated with an increase of NF-κB target genes in response to doxorubicin ex vivo. p53 deficiency appears to be an independent marker of poor prognosis and may influence chemotherapy response in breast cancer [39]. A significant association of co-expression of p53 and nuclear p65 with worse outcome was found in our study. According to our hypothesis, and considering that in multivariate analysis the nuclear colocalization of p53 and p65, but not of each transcription factor alone, retained its prognostic value, our results strongly suggest that p53 mutant breast tumors are more likely to relapse earlier to chemotherapy because of the ability to activate NF-κB target genes. Furthermore, those p53-defcient tumors with active NF-κB before treatment will have fewer chances to benefit from therapy. In another study of colorectal cancer, it has been observed that loss of p53 during tumor progression is associated with an NF-kB-dependent inflammatory microenvironment and the induction of epithelial-mesenchymal transition [43]. In this study, NF-kB activation in p53 deficient tumors was caused by bacterial products from the colonic mucosa, and a role of NF-κB in the progression to metastasis was clearly demonstrated. Also in head and neck lesions, nuclear p65 and a novel NF-κB gene signature correlated with mutant p53 status [44]. Also related to NF-κB and p53 relationship, a recent publication shows that mutant p53 prolongs NF-κB activation in colorectal cancer cells [19].

In summary, we show that doxorubicin-driven NF-κB transcription occurs in p53-defcient breast tumors and specifically the expression of metastasis and chemoresistance-associated genes. This NF-κB response occurs in a high percentage of breast tumors, therefore anthracyclines-based regimens in p53-defcient breast tumors should be revisited. Based on our and other results, incorporation of NF-κB inhibitors, such as small molecules targeting the IKK complex or other indirect NF-κB inhibitors (i.e. PARP inhibitors), should be considered to avoid the expression of genes involved in chemoresistance and relapse and, thus improving the clinical benefit and the outcome of breast cancer patients.

## METHODS

### Cell lines and reagents

MDA-MB-231, BT-474, MCF-7 and SK-BR-3 human breast cancer cell lines were obtained from American Type Culture Collection (ATCC) and cultured at 37°C in 5% CO2. Wild-type murine embryonic fibroblast (WT MEFs) and p53KO-MEFs were provided by Dr. Yelamos (IMIM, Barcelona). All cells except MCF-7 were cultured in DMEM/F12 supplemented with 2mM L-glutamine, penicillin (100units/ml), streptomycin (100μg/ml) and 10% FBS. MCF-7 were grown in DMEM with same supplements listed above. For BT-474, insulin (0.01µg/ml) was added. Cells obtained from the ATCC were tested via STR analysis by ATCC experts at the end of experimental work. Doxorubicin (Sigma-Aldrich, St. Louis, MO) was dissolved in deionized water at 10mM. MLN120B was provided by Millennium Pharmaceuticals (Cambridge, MA) and stored as a 10mM stock in DMSO at -20°C.

### Immunofluorescence

Cells grown in 12-well plate preloaded with sterile coverslips were treated, washed and fixed. Slides were incubated for 1h at room temperature with primary antibody (p65, sc-372) and incubated with Alexa 488-coupled secondary antibodies (Life Technologies, Grand Island, NY) for 30min. Nuclei were counterstained with 4,6-diamidino-2-phenylindole (DAPI, Abbott Molecular, Abbott Park, IL). Cells were visualized under fluorescence microscopy.

Electrophoretic mobility shift assay (EMSA)

Nuclear cell extracts were obtained as described [45]. EMSAs were carried out with a specific NF-κB consensus probe end-labeled with [γ-32P] ATP by incubation with T4 polynucleotide kinase at 37°C for 1h and purified in a G-50 spin column (Amersham Biosciences, Piscataway, NJ). Extracts were incubated with 1µL of the 32P-labeled probe and binding buffer for 15min. DNA-protein complexes were separated from unbound oligonucleotides in 8% polyacrylamide gels using Tris/borate/EDTA. The specificity of DNA-protein complexes were confirmed by competition with 100-fold excess of unlabeled NF-κB-probe. After electrophoresis, gels were fixed and then dried and exposed to X-ray film at -80°C.

### Western Blot

Western blot was performed as previously described [46], using anti-IκBα, anti-*ICAM-1* and anti-p53 antibodies (Cell Signaling, Danvers, MA), anti- NF-κB p65 and p50 (Santa Cruz Biotech, Dallas, TX) and anti-α-tubulin antibody (Sigma-Aldrich) as loading control.

### NF-κB DNA-binding ELISA-based assay

Nuclear extracts were obtained using the Nuclear Extract Kit (Active Motif, Carlsbad, CA) DNA binding activity of NF-κB was measured by an ELISA-based assay using a TransAM NF-κB kit (Active Motif) following manufacturer's instructions. This assay detects binding of p65, p50, p52, c-rel and Rel-B proteins to oligonucleotides containing an NF-κB consensus-binding site immobilized onto 96-well plates by specific primary antibodies that recognized an epitope that is accessible only when NF-κB is activated and bound to its target DNA, and was quantified by spectrophotometry.

### Luciferase reporter assay

MDA-MB-231 cells were transfected with a plasmid encoding a luciferase reporter gene under a promoter containing repeats consensus of NF-κB binding sites [45]. Cells (6x105 cells/well) were seeded in 12-well plates and allowed to attach overnight. After serum starvation for 24h, cells were incubated during 1.5h with 20µM MLN120B and then with doxorubicin 5µM for 24h. Cells were lysed and luciferase activity was measured using the Dual-LuciferaseTM Reporter Assay System (Promega, Madison, WI) following the manufacturer's instructions in 96-well plates by a luminometric reader (Thermo Scientific, Nunc Brand, Lafayette, CO).

### RNA extraction for gene expression studiesα

Total RNA from cell lines was isolated using RNeasy mini Kit (Qiagen, GMBH). Formalin-fixed paraffin-embedded (FFPE) breast tumor samples treated ex vivo were subjected to standard deparaffinization prior to and RNA extraction using RNeasy FFPE kit (Qiagen), including an overnight proteinase K treatment and RNase-free DNase I processing for 30min. RNA purity and integrity were assessed both by spectrophotometry (NanoDrop ND-1000, NanoDrop Technologies, Wilmington, DE) and electrophoresis (2100 Bioanalyzer, Agilent Technologies, Santa Clara CA) considering for microarray experiments RNA purity, A260/280>2.0 and A260/230>1.4 and RIN>9.4, as minimal requirements.

### Microarray analysis

Microarray expression profiles were obtained using the Affymetrix GeneChip Human Exon 1.0 ST Array (Affymetrix Inc, Santa Clara, CA). Amplification, labeling and hybridizations were performed according to protocols from Ambion (Applied Biosystems, Foster City, CA) and Affymetrix. Briefly, 200ng of total RNA were amplified using the Ambion WT Expression Kit (Applied Biosystems), labeled using the WT Terminal Labeling Kit (Affymetrix), and then hybridized to Human Exon 1.0 ST Array for 16h at 45°C in a GeneChip Hybridization Oven 640. Following hybridization, array was stained in the Affymetrix GeneChip Fluidics Station 450 and scanned using a GeneChip Scanner 3000 7G.

### Gene expression profile analysis

After quality control of raw data, it was background corrected, quantile-normalized and summarized to a gene-level using the robust multi-chip average (RMA) obtaining a total of 18708 transcript clusters. Normalized data was then filtered to avoid noise created by non-expressed transcript clusters in the condition. 

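NF-κB and IKK genes fell on both sides of the filters. NFKB1, NFKB2, REL and RELB, which encode NF-κB subunits, and CHUK, which encodes IKKα, stayed in the test and did not pass the threshold against control with doxorubicin (adjusted p from 0.465 for NFKB2 to 1 for REL from limma). RELA, which encodes p65, and the IKK genes IKBKB and IKBKG were removed by the variance filter, as were BCL2L1, ERBB2 and MKI67. PGR, the progesterone receptor gene, was removed by the intensity filter. All 12 genes of Table S1 stayed in. For the intensity filter, the 10th percentile of all values of the 12 arrays was 5.12 on the log2 scale. A cluster was kept when the mean of at least 1 of the 4 groups was above it, which left 17069 of the 18708 clusters. Of these, the clusters whose variance over the 12 arrays was above the median variance were kept, which left 8534. Of the clusters tested, 6721 carried exactly 1 gene symbol.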

Only transcripts with an intensity signal of more than a 10% of all intensities of the mean of studied groups and then over 50% of variance from total resting variance were considered for further analysis, which lead to 8535 transcript clusters. Linear Models for Microarray (LIMMA), a moderated t-statistics model, was used for detecting differentially expressed genes between conditions. Correction for multiple comparisons was performed using false discovery rate and only genes with an adjusted p-value <0.05 were selected as significant. For functional analysis purposes, genes were selected to have a non-adjusted p-value <0.05. Hierarchical cluster analysis was also performed. All data analysis was performed in R v2.11.1 with packages Aroma. Affymetrix, Biobase, Affy, LIMMA and genefilter. Functional analysis was performed with Ingenuity Pathway Analysis v9 (Ingenuity Systems, Redwood City, CA).

### Real-Time Quantitative PCR (RT-qPCR)

Primers were designed with the DNAstar Primer design software (DNASTAR, Inc, Madison, WI) and the NCBI database. Specific primers for IL-8 (NM_000584.3) Fw: 5'- GACAGCAGAGCACACAAGC-3'; Rv: 5'- GGCAAAACT GCACCTTCAC-3'; *TNFAIP3*(NM_006290.2) Fw: 5'- GGACTCCAGAAAACAA GGGC-3'; Rv: 5'- CTGGAACCTGGACGCTGTG-3'; CXCL-1 (NM_001511.2) Fw: 5'- GAAAGCTTGCCTCAATCCTG-3'; Rv: 5'- CAGGAACAGCCACCAG TGAG- 3'; *ICAM-1 *(NM_000201.2) Fw: 5'- GGCAGTCAACAGCTAAAACC-3'; Rv: 5'- GCGTAGGGTAAGGTTCTTGC-3'; RPLP0 (NM_001002.3) Fw: 5'-GCAGGTGTTCGACAATGGC-3'; Rv: 5'-CTGGCAACATTGCGGACAC-3'; TP53 Fw: 5'-GCCCCTGTCATCTTCTGTC-3'; Rv: 5'-GGGAGTACGTGCAA GTCAC-3'; FLAGp53 Fw: 5'-CATGGACTACAAGGACGAC-3'; Rv: 5'-CAGGAAGTAGTTTCCATAGG-3'. Specific probes from Universal probe library (Roche Applied Science, Mannheim, GE) were. RPLP0 was used as housekeeping gene. RNA was reversely transcribed to cDNA using High Capacity cDNA Reverse Transcription kit (Applied Biosystems). For the *ex vivo* samples, 40ng of cDNA synthesized were preamplificated using TaqMan PreAmp Master Mix (Applied Biosystems). DNA amplification was done in a Lightcycler 480 RT PCR-System at 45 cycles. Relative gene expression was calculated according to the comparative cycle threshold (Ct) method.

### Transfection and infection

The vector pLKO1.puro was used for shRNA knock down of p53 expression using two independent shRNA sequences (TRCN0000003756, TRCN0000342259, Sigma-Aldrich). HEK293T cells were transfected using PEI reagent. After 24h, supernatant with lentiviral particles was used to infect MCF-7 cells. Two days after infection puromycin (2µg/ml) was added and surviving cells were pooled to generate stable cell lines. pCDNA3fagp53 and CT vector were purchased from Addgene (Cambridge, MA) and were transfiected into MDA-MB-231 cells using lipofectAMINE 2000 (Life Sciences). Neomycin was added to select transfected cells. Same protocol was used to transfect the NF-κB luciferase reported plasmid [45].

### Human samples

Breast tissues were surgical resection specimens from primary tumors obtained from Biobanks of Parc de Salut Mar (MARBiobanc, Barcelona), Fundacion Jimenez Diaz (BFJD, Madrid) and Valencia Clinic Hospital. FFPE tumor specimens (N=126) were retrospectively selected from consecutive breast cancers patients diagnosed between 1998-2000, which had fulfilled the following criteria; infiltrating carcinomas, operable disease, no neoadjuvant therapy, enough available tissue and clinical follow-up. Clinical data were collected from medical clinical records by oncologists. TNM (Tumor, Node, Metastasis) staging was classified using the American Joint Committee on Cancer (AJCC) staging system for breast cancer. Histological grade was defined according Scarff-Bloom-Richardson modified by Elston criteria [47]. Estrogen (ER) and progesterone receptor (PR) expression was determined by immunohistochemistry (IHC) (SP1 and PgR636 clones, respectively, Dako, Glopstrup, DK), establishing positivity criteria in ≥1% of nuclear tumor staining, following ASCO/CAP guidelines [48]. HER2 amplification was assayed by Fluorescence in Situ Hybridization (FISH) (Pathvysion, Abbott Molecular), following ASCO/CAP recommendations [49]. Proliferation marker Ki-67 was studied by IHC (MIB1 clone, Dako) and percentage of stained cells was scored [50]. P53 expression was assayed by IHC (clone DO-7, Dako). The study was approved by the Ethics Committees of the three institutions. Tissue microarrays (TMA) were constructed from representative areas of each tumor including three 1mm tissue cores using a TMA workstation (T1000 Chemicon) [46].

Additional 20 breast tumors, which were not needed for diagnostic purposes, were obtained from surgical specimens of patients newly diagnosed for invasive cancer for the human breast tumor *ex vivo* models. Samples were processed in sterile conditions immediately according to our experience [46]. One slice (control sample) was selected and additional slices (treated samples) were exposed to doxorubicin alone at 2μg/ml; MLN120B at 20µM alone and doxorubicin plus MLN120B for 24h at 37°C, 5% CO2. Specimens were fxed in 10% neutral-buffered formalin for 24hs.

### Immunohistochemistry

Tissue sections (3μm) placed on plus charged glass slides. After deparaffnization, heat antigen retrieval was performed in pH9 EDTA-based buffer (Dako). Endogenous peroxidase was blocked and slides were incubated with primary antibodies (p65; sc-372, p50; sc-114, from SantaCruz; *ICAM-1* from Cell Signaling) for 60min, followed of appropriate anti-Ig horseradish peroxidase-conjugated polymer (Flex+, Dako) using a Dako Autostainer, and visualized with 3,3'-diaminobenzidine. Sections incubated with non-immunized serum were used as negative controls. As positive control, breast tumors with a known expression of markers were used.

### Statistical analysis

Statistical analysis was carried out with SPSS version 13.0 (SPSS, Inc, Chicago, IL). To analyze correlations between p65 and p50 expression and clinico-pathological variables we used χ2 test (Fisher exact test), based on bimodal distribution of data. Disease free survival (DFS) was considered from date of surgery to date of any primary, regional or distant recurrence of the infiltrating carcinoma, as well as appearance of a secondary tumor or death. Univariate analysis for DFS curves were constructed based on Kaplan-Meier life-table method and analyzed using log-rank test of equality across strata; all predictors with P values lower than 0.05 were used in multivariate analysis using the Cox proportional hazards model. Analysis of experimental conditions was done by paired T test. All the statistical tests were conducted at two sided 0.05 level of significance. This work was performed in accordance with Reporting Recommendations for Tumor Marker Prognostic Studies (REMARK) guidelines [51].

## Supplementary Figures and Tables

# Supplementary material for: Deficiency in p53 is required for doxorubicin induced transcriptional activation of NF-κB target genes in human breast cancer
**Source:** Oncotarget. 2013 Nov 23;5(1):196–210. doi: 10.18632/oncotarget.1556
**Supplement:** Supplementary file 1

Deficiency in p53 is required for doxorubicin induced transcriptional activation of NF- κ B target genes in human breast cancer - Dalmases et al

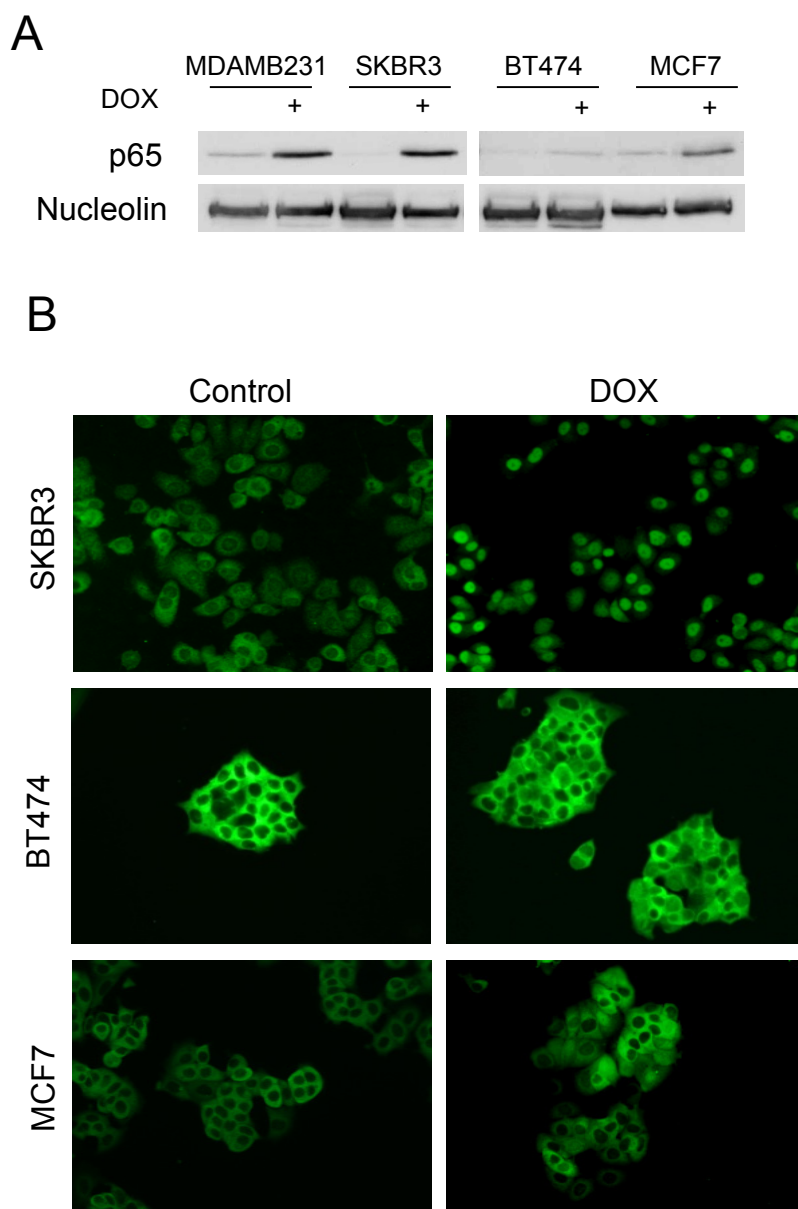

Supplementary Figure S1. Doxorubicin induces p65 nuclear translocation. MDA-MB-231, SKBR3, BT-474 and MCF-7 were exposed to 5 μ M doxorubicin for 4 hours. A, Nuclear extracts of each condition were subjected to Western Blot analysis of p65. Nucleolin served as internal loading controls for nuclear protein. B, Cells were fixed as described in material and methods and p65 cellular distribution (nucleus/cytoplasm) was determined by immunofluorescence (IF) using Alexa 488-coupled goat anti-rabbit IgG (green).

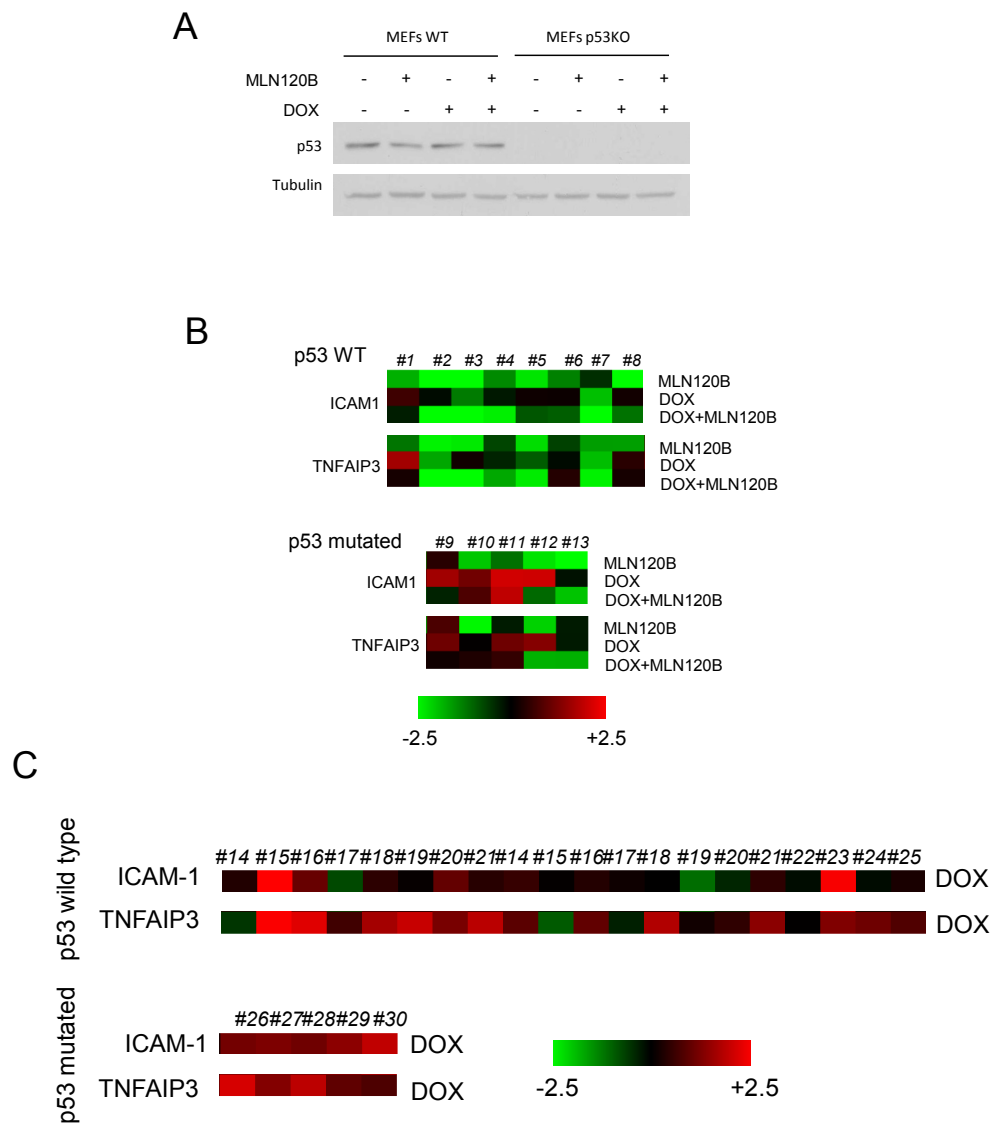

Supplementary Figure S2: NF- κ B gene transcription varies depending p53 background of the breast cancer tumors.

A, MEFs WT and p53^{-/-} were preincubated 1h 30 min with MLN120B 20 μ M and exposed to 5 μ M doxorubicin for 4hours. P53 expression in MEFs was determined by WB, tubulin expression was used as loading control B, Heat maps clustering of ICAM-1 and TNFAIP3 mRNA transcript gene expression values between p53 wild type and p53 mutated cases. b. Each individual tumor exposed *ex vivo* to doxorubicin, IKK β inhibitor and concomitantly to both drugs is represented separately. Same cases were also analyzed globally in Figure 4a. C, Heat maps clustering of ICAM-1 and TNFAIP3 mRNA transcript gene expression values in an independent series of 36 cases. Each individual tumor exposed *ex vivo* to doxorubicin is represented separately.

How the deposited data were processed for this re-analysis (not part of the article)

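Gene expression was measured in MDA-MB-231 cells on Affymetrix Human Exon 1.0 ST arrays, with 4 treatment groups of 3 arrays (control, doxorubicin, MLN120B with doxorubicin, and MLN120B alone). All 12 columns of the deposited table were assigned to a group from their labels, and 0 columns were left over. The deposited table holds these arrays alone, so the paper's other experiments were left out. The authors background corrected the probe intensities, normalized them by quantiles across arrays and summarised them to log2 values per transcript cluster with RMA in R 2.11.1, and the deposited log2 values for 18708 clusters were used as they stand. Array medians and spreads still differed after this step, and no further scaling was applied in the main analysis. Of the clusters, 14733 carried exactly 1 gene symbol in the array's annotation, 2875 several and 1100 none. The clusters of Table S1 were given the names of that table.

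The filters followed the paper's description. A cluster was kept when at least 1 group mean exceeded the 10th percentile of all values, and when its variance over the arrays was above the median variance of the clusters that remained. One linear model with a mean per group was fitted with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation of the variances (8 residual degrees of freedom, 15.8 prior degrees of freedom, prior SD 0.22). The comparisons were doxorubicin with control, both agents with doxorubicin, MLN120B with control, both agents with MLN120B, and the difference of the doxorubicin effect with and without MLN120B. P-values were adjusted by Benjamini-Hochberg over the clusters tested in each comparison, with a threshold of 0.05. The tests are two-sided. The share of the doxorubicin rise removed by MLN120B was computed per gene on the log2 scale, with a 95% Fieller interval from the same fit. An overlap expected by chance was computed from the sizes of the lists.

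Of 26 gene lists, the 25 with genes on the array were tested with limma's camera on clusters that passed the intensity filter and carried 1 symbol, with a correlation between genes of 0.01 and with an estimated correlation, and adjusted over the lists of at least 5 genes. They included the Table S1 genes, other NF-κB targets, NF-κB pathway genes, immediate early, interferon, stress, heat shock, cell cycle, DNA repair, invasion, apoptosis and drug transport genes, histones, zinc finger, ribosomal protein and oxidative phosphorylation genes, snoRNAs, housekeeping genes, markers of 4 cell types, and the genes named in the paper. Genes were named in the text when the paper names them, when they were among the 8 clusters with 1 symbol that changed most with doxorubicin in either direction and did not overlap between groups, when adding MLN120B to doxorubicin changed them, or when they were among up to 4 members of a list with the largest changes past the threshold.

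The procedure was tested on simulated data with 200 changed clusters. With independent noise it recovered 93.6% of changes of 0.5 on the log2 scale and 99.7% of changes of 1, with 5.77% false among the calls. With noise that also held the deviation shared by the arrays it recovered 3.14% and 99.7%, with 2.22% false. Changes near 0.5 are therefore often missed when such a deviation is present. The shared deviation was added on top of the independent noise, so the settings differ in the size of the noise as well as in its sharing. The drop cannot be credited to the sharing alone. Labels and paper do not say that arrays with the same number share a day or culture. In the data, the 3 same-numbered pairs of doxorubicin and of both agents had deviations from their group means that correlated across clusters at 0.413, 0.411 and 0.148, while in the other pairs of groups at least 1 pair was under 0.1, so the number was used as a block in an alternative. Alternatives were other filters, variance models, array weights, scalings, thresholds and adjustments, the methods' paired t-test (named in the paper for experimental conditions, with limma for the arrays) with arrays matched by number, replicate number as a block, other tests of the gene lists, and each array left out in turn. Other splits of the arrays into groups were counted, up to 100 splits per comparison, and overlap through shared arrays was simulated 100 times. The array's spread as a covariate, the pooled comparison of 6 arrays with doxorubicin against 6 without it, and the gene-by-gene estimate of array weights were added after the values had been seen.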

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

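The tests of the deviation shared by the arrays, the array spread as a covariate, the pooled comparison of 6 arrays with 6 and the test of histones with MLN120B present were chosen after the result was seen. Gene lists and the other tests named here were set beforehand.

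Within the 4 groups, 72% of the variance between arrays lay on 1 axis, and over the 12 arrays the score on it followed the spread of values within an array (Pearson r 0.989, Spearman rho 0.972, each with an exact two-sided permutation p within groups of 0.000772, the smallest these permutations can give, and r 0.986 without the 2 arrays farthest from the median). A different range of values per array was argued against as the whole explanation, since 66.7% still lay on the first axis after quantile normalization, which gives every array the same range. A shared day of arrays with the same number across all groups was argued against by a correlation across clusters of -0.772 between the deviations of 1 such pair. It stays open for doxorubicin and both agents, whose 3 pairs had 0.148 to 0.413, and for control and MLN120B, whose 3 pairs had 0.0723, 0.869 and 0.487. The paper gives minimal RNA quality and 1 hybridisation protocol but no values per array, so differences in RNA, hybridisation or cultures between arrays stay open. No biological explanation was tested, since the arrays of a group share their condition.

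Other splits of the same arrays were counted with limma for each comparison, and 10 splits of 3 arrays against 3 are too few for a share under 0.05. For doxorubicin against control the real split called 305 clusters, and 2 of 10 splits called as many, the highest other calling 5424 with control 1, control 3 and doxorubicin 2 on 1 side. That split follows the axis above, which points to a structure of the samples. For MLN120B against control the real split called 0 (30 at an unadjusted p under 0.05, fewer than chance gives, 2 with limma's trend and robust estimate, and 0 with the methods' paired t-test after adjustment). No split can call fewer than 0, so the count of 10 of 10 splits was fixed beforehand and tests nothing. The highest other split, which also follows the axis, called 2615. With MLN120B added to doxorubicin the real split called 12 clusters and the highest other 0 (1 of 10 splits as large, with 0 also in the 3 other splits that part every same-numbered pair), and the real overlap with the doxorubicin rise was 9 and the highest other 0 (1 of 10). For both agents against MLN120B the real split called 244 and the highest other 4 (1 of 10). For the difference of the doxorubicin effects the real split and the highest other called 0 (10 of 10, again fixed beforehand by the real count of 0). With 6 arrays with doxorubicin against 6 without, the real split called 1013 clusters and 2 of 100 splits, drawn from 461, called as many, a share under 0.05. The highest other called 4647, which again points to a structure of the samples, and the comparison was chosen after the doxorubicin effect had been seen, so the share adds little to the separate comparisons.

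Replication-dependent histones are genes that the paper does not discuss, and their median log2 fold change with doxorubicin was -0.576 over 48 measured, lower in 44 of them. Fewer cells in S phase were predicted to lower the genes of G1/S and DNA replication, whose median was 0.108, so that fall was not seen. RNA of these genes does not measure DNA synthesis, so the values cannot decide whether fewer cells were making DNA. A loss of short abundant transcripts was argued against by a median of 0.106 for ribosomal protein and oxidative phosphorylation genes, and a single array by a median of -0.506 at the weakest with 1 array left out. IKKβ activity as the driver of most of the fall was argued against by a median of -0.53 with MLN120B present. A smaller part stays open. The difference of the doxorubicin effects had a median of 0.051 (adjusted p = 0.00258 from limma's camera, and 0.569 with an estimated correlation). With MLN120B added to doxorubicin the histone median was 0.106 (adjusted p = 0.00032 from limma's camera, and 0.349 with an estimated correlation). Transcription and stability of histone RNA and probes shared between the paralogs were not tested and stay open.

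NF-κB targets were lower with MLN120B alone when the Table S1 genes, chosen by the study on these arrays, were joined with the other NF-κB targets, with a median log2 difference of -0.116 and 49 of 65 genes lower. A single array as the whole explanation was argued against by a p of at most 3.76e-10 from limma's camera with each array left out (0.0331 with an estimated correlation), although the median was -0.066 without MLN120B 3, and probes shared between CXCL1, CXCL2 and CXCL3 by a p of 9.67e-16 without these genes. The deviation shared by the arrays cannot be told apart as a part of the size, since the median was -0.0857 with the spread of each array as a covariate, just under the bound of 0.75 of the value set for this test, although the p from limma's camera was then 1.12e-11. The treatment with MLN120B stays among the open explanations.

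Other gene lists that the paper does not analyse passed limma's camera with both correlations. NF-κB targets outside Table S1 had a median log2 fold change of -0.166 when MLN120B was added to doxorubicin (adjusted p = 1.42e-18, and 0.0205 with an estimated correlation), beside -0.106 for leukocyte markers, with 12 of 13 lower (adjusted p = 0.0217, and 0.465 with an estimated correlation), and -0.138 for fibroblast markers, with a difference between these lists left untested, and the genes of the integrated stress and unfolded protein response had a median of 0.0881 with MLN120B alone (adjusted p = 1.29e-05 and 0.0169), higher in 20 of 24 genes. In the test of the difference itself, the Table S1 set responded less to doxorubicin with MLN120B than without it, with a median difference of -0.675 (adjusted p = 9.57e-55 and 0.000362 from limma's camera). The study chose this set on the same arrays, so the sign and the p of this difference are not independent evidence.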

How the results depend on the processing

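The spread of each array as a covariate and the gene-by-gene array weights were chosen after the values were seen, and all other alternatives were set beforehand. The default estimate of array weights did not converge and was replaced by the gene-by-gene estimate. That estimate was uneven, with a weight of 10 for control 3 beside 0.303 and 0.116 for controls 1 and 2. MLN120B 1 had 10.3, beside 0.409 and 0.319 for MLN120B 2 and 3. Counts and reversals with array weights therefore rest largely on 1 array in each of these groups. The cause of any change below was not tested. Chance alone gives an unadjusted p under 0.05 in a share of 0.05 of the 8534 clusters tested. The unadjusted limma counts of 30, 43 and 78 below lie under that share.

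For doxorubicin against control, 305 clusters passed the threshold of limma, and the count was 535 without the variance filter, 525 without any filter, 478 after quantile normalization, 1678 with the array spread as a covariate, 5270 with array weights, 56 with at least 2-fold, 159 at an adjusted p under 0.01 and 164 with only the compared groups in the model. The methods' paired t-test gave 515 unadjusted and 1 after Benjamini-Hochberg. Leaving out 1 array gave 153 to 656, with 153 without control 3, 168 without doxorubicin 1, 168 without doxorubicin 3 and 656 without control 2.

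For MLN120B added to doxorubicin, the count of 12 became 4093 with array weights, 25 with the spread covariate and 27 with only the compared groups. Without the variance filter it was 14, and CD83 and TRAF1, outside Table S1, were then also in the overlap with the doxorubicin rise. The methods' paired t-test gave 693 unadjusted and 0 after adjustment (78 with limma at an unadjusted p under 0.05). Leaving out 1 array gave 7 (without doxorubicin 1) to 16. The overlap of 9 with the doxorubicin rise became 1984 with array weights, 19 with the spread covariate, 3 with at least 2-fold in both comparisons, and 0 when the fall was defined by the difference of the doxorubicin effects (43 clusters at an unadjusted p under 0.05 with limma), and 6 to 13 with 1 array left out, with 6 without doxorubicin 1 or without array 2 of both agents. The median share of the rise removed was 152% and became 89.88% against the MLN120B group, and 129.1 to 152.5% with 1 array left out.

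For MLN120B against control, the count of 0 from limma (30 unadjusted) became 2 with the trend and robust estimate, 2 (IL8 among them) when adjusted over the 4 comparisons together, 1 with only the compared groups, 1 with the spread covariate and 2414 with array weights. The methods' paired t-test gave 204 unadjusted and 0 adjusted. Leaving out 1 array gave 0 to 2, the 2 without control 2.

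For both agents against MLN120B, the count of 244 became 472 without the variance filter, 443 without any filter, 1469 with the spread covariate, 3833 with array weights, 46 with at least 2-fold, 120 at an adjusted p under 0.01 and 657 with only the compared groups, and the methods' paired t-test gave 973 unadjusted and 0 adjusted. Leaving out 1 array gave 109 to 459, with 118, 115 and 109 without arrays 1, 2 and 3 of both agents, 125, 158 and 154 without MLN120B 1, 2 and 3, and 459 without control 2. The difference of the doxorubicin effects called 0 with limma (43 unadjusted), 2 with the spread covariate, 4364 with array weights, and 0 to 1 with 1 array left out, the 1 without control 1.

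With the replicate number as a block, the counts were 208, 10, 0 and 165 for the 4 comparisons in the order above, with 8 in the overlap. Of 18 same-numbered pairs, 8 had deviations correlated over 0.1 across clusters, the highest being 0.869 for control 2 and MLN120B 2. All 3 pairs of doxorubicin and both agents were among them, and 5 of these 6 arrays correlated best with their own number in the other group (doxorubicin 3 did so with array 1 of both agents, at 0.273), a hint from the data and not from the design. In that comparison the block ended the calls of NUAK2 (adjusted p = 0.0757 from limma) and CXCL3 (0.15).

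Lists past the threshold of limma's camera numbered 12 for doxorubicin, 13 for MLN120B added to doxorubicin, 6 for MLN120B alone, 6 for both agents against MLN120B and 6 for the difference. With an estimated correlation they numbered 3, 3, 3, 1 and 2, and with fry 3, 3, 3 and 2 for the last 4, and quantile normalization gave 8 for MLN120B added to doxorubicin. Leaving out 1 array gave 9 to 12 for doxorubicin, 8 (without doxorubicin 3) to 15 for MLN120B added, 5 to 9 for MLN120B alone, 6 to 8 for both agents against MLN120B and 5 to 11 for the difference (11 without control 2, 11 without doxorubicin 2 and 10 without MLN120B 3).

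A reversal was counted when a gene's sign, or camera's direction of a list, turned and the threshold was passed in either setting. Directions reversed in this sense in 9 cases, 8 of them in comparisons with MLN120B alone. Other list medians changed sign without being counted. That of DNA repair with doxorubicin was -0.0724 and reached 0.0094, and that of G1/S with MLN120B added to doxorubicin was 0.0256 and reached -0.01177. With 1 array left out, the zinc finger median ran from -0.03535 (without control 2) to 0.04851 (without control 1) for MLN120B and from -0.01723 (without control 1) to 0.09276 (without control 2) for the difference of the doxorubicin effects. For MLN120B, the median ran from -0.1136 to 0.0952 for heat shock and from -0.03671 to 0.06384 for G2 and mitosis, lowest without control 2 and highest without control 1, and from -0.0969 (without control 2) to 0.1013 (without MLN120B 2) for DNA repair genes. With array weights the log2 differences for MLN120B were -0.1632 for H1-2, -0.2583 for H3C12, 0.1994 for CDKN1A and 0.3299 for DNAJB9. Among named genes, the calls lost in 10 or 11 alternatives were those of SNAI2, HERPUD1, DNAJB9, CXCR4 and CDKN1A with doxorubicin, of CXCL3 with MLN120B added, and of PLK2, JUNB, SDC4, ZNF45 and CDKN1A for both agents against MLN120B.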

Differences from the paper's values

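Counts that the paper states for these arrays lay within 1.5 times of those computed here, the 12 genes of Table S1 against 9 here among them. The filters left 8534 clusters and the paper's count is 8535. At an adjusted p under 0.05, the threshold in the paper's methods, 305 clusters changed with doxorubicin where the paper gives more than 300. The log2 fold changes of Table S1 were matched within 0.0041.

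The paper presents the 12 genes of Table S1 as part of those modulated by doxorubicin. Here 9 of them passed the threshold of limma for a rise, and CSF2 (0.56 on the log2 scale, adjusted p = 0.0593), CXCL3 (0.48, adjusted p = 0.122) and NFKBIA (0.14, adjusted p = 1) did not, while 11 of 12 passed adjusted over the list alone. CSF2 passed without the variance filter, without any filter, with the intensity filter at a higher percentile, after quantile normalization and without control 2. CXCL3 passed after quantile normalization and without control 2. CSF2 and CXCL3 also passed with the spread of each array as a covariate and with gene-by-gene array weights, both chosen after seeing the values, and these dropped 0 of the 9 genes. The rise of PTX3, 1 of the 9, did not pass without doxorubicin 3 (adjusted p = 0.0886 from limma) or with only the compared groups in the model (0.054). NFKBIA passed in none of the settings in which the 12 genes were followed.

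The paper describes the return of these genes to the basal level as partial. Here adding MLN120B removed a median of 114% of the rise over the 9 genes that rose, and 1 of the 9, GCNT4, had an interval that lay below 100%. The genes passed the threshold for this fall on the same arrays, so the size of the shares is not independent evidence. GCNT4 in control cells lay below the intensity filter value of 5.12. TNFAIP3 (89.4%) and NUAK2 (95.9%) had values below 100% with intervals that included it. Against the MLN120B group instead of control, the same 9 genes ran from 46.1% (TNFAIP3) to 106% (CXCL1), with CXCL2 (105%) the only other above 100%. NUAK2 lay in the middle of these 9 at 81.8%. The median over all 12 genes was 89.88% against the MLN120B group and 152% against control, and the 89.88% includes 421% for NFKBIA, whose rise did not pass. How complete the return was therefore depends on the reference group.

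The paper reports no differences between MLN120B and control on the arrays. With limma 0 clusters passed the threshold (30 at an unadjusted p under 0.05, fewer than chance gives, and 0 with the methods' paired t-test after adjustment), as in the paper, and the Table S1 genes as a set were lower, with a median of -0.42 and 11 of 12 lower by value. A count of 0 does not show that MLN120B had no effect. With limma's trend and robust estimate 2 clusters passed.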

Other observations

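The comparison of both agents with MLN120B alone, which the paper does not report, was set beforehand, and the pooled comparison of 6 arrays with 6 and the test of immediate early genes with MLN120B present were chosen after the result was seen.

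Most of the doxorubicin response was also present under MLN120B. In MLN120B-treated cells, doxorubicin raised 97 clusters and lowered 147 at an adjusted p under 0.05 from limma. With and without MLN120B, 79 clusters rose in both comparisons and 124 fell in both, where independent lists would share 1.39 and 3.15, and 0 moved in opposite directions. These 2 comparisons share no arrays. Of the 305 clusters that doxorubicin changed without MLN120B, 303 had the same sign with it, and the log2 fold changes correlated with an r of 0.967 and a slope of 0.871 across these clusters, which were chosen by their change, and with an r of 0.762 across all clusters tested. ID2 rose by 3.497 on the log2 scale under MLN120B (adjusted p = 6.09e-10), GCNT4 by 0.84 (adjusted p = 0.00349) and CCN1 fell by 2.03. In the test of the difference itself, 0 clusters passed the threshold of limma (43 at an unadjusted p under 0.05, fewer than chance gives, and 2 with the array spread as a covariate). A count of 0 does not show that the effects were equal.

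Among immediate early genes, 13 fell and 4 rose with doxorubicin under MLN120B, with a median of -0.259, which argued against IKKβ activity as the driver of their fall. The p of the difference over the list was 0.894 from limma's camera. The test does not bear on other routes from doxorubicin to these genes.

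Pooled over both backgrounds, 6 arrays with doxorubicin against 6 without it gave 1013 clusters past the threshold of limma, 361 higher and 652 lower. Groups that did not overlap at all were found for 1131 clusters with doxorubicin (13.3% of those tested), 1842 for both agents against MLN120B (21.6%), 646 when MLN120B was added to doxorubicin (7.57%) and 130 for MLN120B alone (1.52%), where 10% arise by chance.

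With doxorubicin, other genes that changed most were OR2K2 (1.93), CNGA1 (1.62), STPG4 (1.59), BAMBI (1.55) and MAFG (1.44) upward and DUSP4 (-1.32), H1-2 (-1.31) and H2BC4 (-1.25) downward. IRF1, an NF-κB target outside Table S1, was 0.65 lower on the log2 scale with MLN120B added to doxorubicin, without passing the threshold (adjusted p = 0.231 from limma). IRF1 was both raised and lowered past the threshold in 4 alternatives, with adjustment over the 4 comparisons together, with the array spread as a covariate, with gene-by-gene array weights and without control 2. TOP2A, which encodes the target of doxorubicin, was at -0.16 with doxorubicin and did not pass.

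Median log2 fold changes of other lists with doxorubicin, with adjusted p from limma's camera, were 0.17 for oxidative phosphorylation genes (2.62e-06), -0.16 for G2 and mitosis (0.000156), 0.11 for G1/S and DNA replication (0.0055), 0.071 for ribosomal protein genes (0.0166), -0.072 for DNA repair (0.0271) and 0.065 for drug transport (0.0442). Each of these had an adjusted p of 0.161 or more with an estimated correlation, and the DNA repair median was 0.0094 without control 1. The genes named in the paper had a median of 0.21 (7.42e-10, and 0.0199 with an estimated correlation), and 12 of the 27 measured belong to Table S1. Lists that did not pass included interferon response (0.052, adjusted p = 0.634), the integrated stress and unfolded protein response (0.083, 0.668), heat shock (0.047, 0.826), invasion (0.014, 0.637), anti-apoptotic genes (0.0093, 0.467), pro-apoptotic genes (0.032, 0.65), NF-κB pathway genes (-0.075, 0.139) and housekeeping genes (0.064, 0.584). Markers of luminal epithelium (0.065, 0.782), leukocytes (0.061, 0.65), fibroblasts (0.051, 0.916) and endothelium (-0.0080, 0.634) did not pass, and 0 snoRNA genes were matched on the array. When MLN120B was added to doxorubicin, the marker medians were -0.106 for leukocytes (12 of 13 lower, adjusted p = 0.0217 from limma's camera and 0.465 with an estimated correlation), -0.138 for fibroblasts (5 of 7 lower, 0.081), -0.0764 for endothelium (7 of 8 lower, 0.236) and -0.0725 for luminal epithelium (12 of 17 lower, 0.154).

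With MLN120B alone, oxidative phosphorylation genes had a median of 0.11 (adjusted p = 2.77e-10, and 0.0545 with an estimated correlation) and ribosomal protein genes of 0.049 (0.000108 and 0.458), from limma's camera. EP300 and RPLP0 had no cluster annotated with that symbol alone, so they were not examined.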
